A study of Mus musculus with 6 samples. Its data were reported in "Directed differentiation of mouse pluripotent stem cells into functional lung-specific mesenchyme" (2023).

How the data were processed

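Droplet single-cell RNA libraries of sorted mouse cells were measured in 6 groups, with 1 library in each. Per the labels, the authors aligned reads to GRCm38 with Cell Ranger and analysed cells with Seurat. The deposited values are UMI counts per gene and barcode, as Cell Ranger makes them by collapsing reads of the same molecule, with no normalisation. This was checked on the files, which held whole numbers only, 30909 features per library and 4 reporter sequences beside the mouse genes. The authors' filter on cells was not applied in the deposited tables, and no annotation of cells was used here, so cell classes were rebuilt and may differ from those of the study. Gene positions came from the GENCODE vM21 annotation on GRCm38, matched by Ensembl identifier for 11084 of the 11090 genes compared.

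Barcodes with fewer than 800 detected genes (5.55% to 13% per library) or more than 15% mitochondrial UMIs (2.48% to 24.2%) were left out, which kept 13282 of 15579. Scrublet, run per library in scanpy with an expected rate of 0.008 per 1000 barcodes, called 82 doublets (0.617%), 54 of them in me_prox, where its threshold of 0.0954 was the lowest. It called 3 in me_dist, and cells with RNA of both lines remained there. The 13200 cells left were normalised to their totals, 2000 variable genes and 40 principal components were taken, and a graph of 15 neighbours was clustered by the Leiden method at a resolution of 1 for all cells and 0.5 within a class. Of 20 clusters, each was called epithelial-like or mesenchymal-like from 10 epithelial and 12 mesenchymal markers, and a cluster of 93 shallow cells (median 4346 UMIs) with none of these markers among its leading genes stayed unnamed. Clusters mostly followed libraries, so a cluster held by a single library may be that library and not a cell type. Within the classes, 2 sub-clusters were led by markers of the other class, 84 epithelial-like cells (79 of them in me_dist) and 56 mesenchymal-like cells (31 in me_dist). They were kept in the main values and left out in an alternative.

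Raw UMIs were summed per library and class and divided by the class total to give CPM. Genes with a mean of at least 10 CPM over the 2 groups were compared (5 CPM for members of lists) by the log2 ratio of CPM plus 1, and a gene was counted as apart at a 2-fold difference. Cells are not replicates, so no test, p-value or standard error was computed. Exact intervals at 95% (binomial for ratios of counts and for shares, Poisson for levels) cover counting error only. A group with 0 UMIs was set to 3 counts for a limit, which came to 0.0553 to 0.171 CPM per group and class. The 9 comparisons were each co-culture against its starting cells (mesenchyme), each co-culture against culture alone (epithelium), culture alone against the starting epithelium, and the media against each other. With 1 library per group, a batch cannot be told from a group.

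Genes named were fixed by a rule before the data were examined, as were the markers, the 58 gene lists, the filters, the comparisons and 13 alternative settings. The rule took the 10 highest and 10 lowest genes of a main comparison and 5 and 5 of the others, ranked by the interval bound of the fold nearest to 1, with at least 50 UMIs in the higher group. Mitochondrial, ribosomal and unnamed genes, reporters and genes marking the sex of a line were left out, as were genes whose ratio the RNA of the other class could carry below 2-fold. It added the study's RT-qPCR panel, its LgM list and 2 to 4 members of each list given. Which lists and which panel genes the report gives (180 pairs of list and comparison, and panel genes in their own class) was chosen after their values were seen, as were the few genes named outside the rule: genes apart in both classes, genes with opposite co-culture differences, and Apoe. A few genes that the rule named are not reported here. A list median was placed among 10000 random lists of the same size, drawn from 20 bins of mean level. Lists credited to Zepp, Tsukui, Wang, Han and the study itself came from the study's supplement, and the adult lung mesenchyme lists are those of Zepp and Tsukui.

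RNA of the other class was estimated from up to 12 genes per class as the level in a co-culture class over that in the other class, and came to 6.86% in the epithelial-like cells of me_dist, 1.61% in the mesenchymal-like cells of me_dist, 0.693% in the epithelial-like and 0.348% in the mesenchymal-like cells of me_prox. Shares of cells with a UMI depend on depth per cell, and median depths are given beside them. Alternatives were TMM scaling (edgeR), the mean of per-cell CPM, no filter on cells, a mitochondrial limit of 35%, doublets kept, the other class's RNA subtracted, cells thinned to 5000 UMIs, classes set cell by cell, a minimum of 50 CPM (20 for list members), no minimum, constants of 5 and 0.1 in place of 1, and only cells without UMIs of 4 cell cycle genes. Leaving out cells with RNA of both lines (epithelial-like cells with at least 3 GFP UMIs, mesenchymal-like cells with a Y-linked UMI) and leaving out the mixed sub-clusters were chosen after seeing the data.

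The calls were tested on simulated data, in which 200 genes of each comparison were given a known fold. No gene with a true fold of 1.5 was called, all with 3 and 5 were, and no unchanged gene was. The changed genes were drawn only from those above the minimum of 10 CPM by a margin, so recovery near that minimum was not tested. Between 95.2% and 95.6% of the intervals held the true ratio. With 5% of the other class's RNA mixed in, the estimate gave 4.85%, and 17 false calls fell to 0 after subtraction. Such data hold no differences between cultures, which the intervals do not cover either. The tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.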

Results

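Mouse lung progenitors made from pluripotent stem cells were measured by droplet single-cell RNA sequencing with unique molecular identifiers (UMIs). The data were 6 libraries in 6 groups, with 1 library in each and no replicates, so no difference was tested and no p-value is given. Epithelial progenitors came from an embryonic stem cell line with mCherry at the lung gene Nkx2-1. Mesenchymal progenitors, called induced lung mesenchyme (iLM), came from an induced pluripotent line in which GFP traces cells where a lung enhancer of Tbx4 was once active, so GFP does not show present activity. The groups were epithelium before culture (e_pre), iLM before culture (m_pre), epithelium cultured alone for 7 days in distal (e_dist) or proximal (e_prox) medium, and epithelium cultured with iLM in distal (me_dist) or proximal (me_prox) medium. The distal medium held 200 ng/ml WNT3A, 100 ng/ml FGF2 and 100 ng/ml FGF10. The proximal medium held the same FGF2 and FGF10 with 100 ng/ml heparin and 10 µM Y-27632, a kinase inhibitor, and no WNT3A. By the study's methods, Y-27632 was also in the distal medium at first and was then withdrawn. All cells were sorted before capture as live cells positive for Epcam and mCherry, for GFP, or for either, and the sorted populations of a co-culture were remixed 1 to 1. By the study's methods, co-cultured iLM was sorted as negative for Epcam and positive for GFP. No gate on Epcam is stated there for iLM before culture.

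The files held 15579 barcodes and 279839198 UMIs. Totals per library were 43597143 UMIs in e_pre, 42677669 in m_pre, 55933980 in e_dist, 54259404 in e_prox, 36024954 in me_dist and 47346048 in me_prox. Median depth per barcode ran from 14014 UMIs in me_dist to 19686.5 in e_pre, and median genes per barcode from 3313 in me_dist to 4501.5 in m_pre. After filtering, 13200 cells were kept, of which 8656 were epithelial-like, 4451 mesenchymal-like and 93 unnamed. The 3 libraries of epithelium without iLM held at most 13 mesenchymal-like cells each, and m_pre held 3 epithelial-like cells among 1883. In the remixed co-cultures the epithelial share was 42.8% of 2219 cells in me_dist (95% interval 40.7 to 44.9) and 39.5% of 2243 cells in me_prox (37.4 to 41.5). That share reads the gate and the remixing, not growth. The UMIs summed per group and class ran from 17524824 in the mesenchymal-like cells of me_dist to 54280229 in the epithelial-like cells of e_dist.

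Levels are CPM, the UMIs of a gene scaled to a fixed total of these sums, and log2 ratios are of CPM plus 1. Folds are ratios of CPM with an exact 95% interval for UMI counts, and shares carry exact Clopper-Pearson intervals. Both cover counting error only, not differences between cultures. Where a group had 0 UMIs, the fold is a lower limit from the 3 counts that a count of 0 allows. Gene lists were scored by the median log2 ratio of their measured members. A list median given without a percentile lay above the 97.5th or below the 2.5th percentile of 10000 random lists of like size and level. Member counts of a list as higher or lower are of genes at least 2-fold apart. Coordinates are on GRCm38, and every gene with coordinates is annotated as protein coding.

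The first comparison asked how iLM differed after 7 days with epithelium in distal medium. The mesenchymal-like cells had a more fibroblast-like profile in co-culture, with far more matrix RNA and less RNA of early lung mesenchyme, of retinoic acid response and of DNA replication. Of 8042 genes measured, 736 were at least 2-fold higher in me_dist than in m_pre and 1500 lower, 27.8% in all. The median gene had a log2 ratio of -0.32. Scaling by trimmed means (TMM) moved this by 0.29 and gave 989 higher and 816 lower genes, so 32.9% higher genes became 54.8%. The classes came from different clusters, numbers 7, 8 and 9 in m_pre (700, 584 and 595 cells) and numbers 1, 10 and 14 in me_dist (562, 474 and 186 cells).

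Of the 10 ranked higher genes, 6 encode secreted matrix proteins. Bgn (ENSMUSG00000031375, chromosome X, 73483602 to 73495933), which encodes the proteoglycan biglycan, was at 502.6 CPM in me_dist and 1.311 in m_pre, 383.5-fold higher (294.3 to 509.5). Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143), encoding decorin, was at 807.8 and 9.746 CPM, 82.89-fold (75.12 to 91.67). The matrix genes Prelp, Thbs2, Postn and Lum were 327-fold, 313-fold, 88.89-fold and 75.92-fold higher. Cd34 was 117.9-fold and the transcription factor gene Klf2 80.96-fold higher. Adamdec1 (at 24.54 CPM) and Fndc1 (at 20.03 CPM) each had 1 UMI in m_pre, so their folds of 1030 (183.8 to 40763) and 840.5 (149.9 to 33291) are loose. Col1a1 was at 1227 CPM against 59.48, 20.63-fold (19.79 to 21.51). All 18 members of the fibrillar collagen and matrix list were higher, with a median log2 ratio of 4.37. The basement membrane list had 5 of 8 members higher (median 1.24), with log2 ratios of 3.24 for Col4a1, 2.90 for Col4a2 and 2.86 for Nid1.

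Of the lower genes, Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908), whose enzyme degrades retinoic acid, was at 1.541 CPM in me_dist and 387.6 in m_pre, 251.6-fold lower (172.8 to 381.9). Rspo1 (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099), which encodes an enhancer of Wnt signalling, was 166.9-fold lower (80.91 to 415.6). Lrrc7 and Pnliprp2 had 0 UMIs in me_dist and were at least 340.2-fold and 161.8-fold lower. The other ranked lower genes were Ackr3 (463.1-fold, 2 UMIs), Cyp26a1 (291.1-fold, 2 UMIs), Tmem108 (259.3-fold), Gfra1 (202.8-fold, 3 UMIs), Lhx2 (143.8-fold) and Sh3bgr (136.9-fold). The retinoic acid list had 10 of 11 members lower and none higher, with a median of -3.74, where Rarb was at -4.79 and Stra6 at -4.67. By the study's methods, iLM before culture was grown with added retinoic acid until it was collected. The co-culture media held retinoic acid only through a B27 supplement. This difference can therefore not be told from the change of medium.

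Marker lists of adult lung mesenchyme, taken from the study's supplement, were mostly higher in me_dist. The mesenchymal alveolar niche cell (MANC) list had 21 of 35 members higher and 5 lower (median 1.90), with log2 ratios of 5.36 for Htra1 and 4.45 for Rbp4. The airway smooth muscle list had 20 higher and 5 lower of 40 (median 1.11, with Thbs1 at 4.79 and Cyp2e1 at 3.73), and the vascular smooth muscle list 13 and 5 of 28 (median 0.92, with Id4 at 3.55 and Cpe at -3.41). The adventitial list had 20 higher and 5 lower of 34 (median 1.45, with Igfbp6 at -4.12), the alveolar list 22 and 3 of 38 (median 1.28, with Vcam1 at 4.58 and Mmp2 at 4.16) and the peribronchial list 20 and 3 of 34 (median 1.26, with Lmna at 4.56). Medians were 0.62 for smooth muscle (13 higher and 6 lower of 35, with Rrad at 3.60 and Sncg at -3.55) and 0.19 for pericytes (8 and 5 of 29, percentile 99.2, with Ndufa4l2 at 4.63 and Pdzd2 at -3.89). A contractile list had 7 higher and 1 lower of 12 (median 1.26), with Acta2 at 501.6 against 90.58 CPM (log2 ratio 2.46), Des at 2.21 and Mylk at 1.90. An Acta2 UMI was seen in 70.8% of mesenchymal-like cells of me_dist (median 13338 UMIs) and 19.9% of m_pre (19560 UMIs), against 7.59% of the epithelial-like cells of me_dist (16931 UMIs).

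Markers of early lung mesenchyme were lower. The study's own list (LgM) had 6 of 12 members lower and 1 higher in me_dist (median -0.93). The study drew this list from the literature and itself reported it lower after co-culture, so it is not independent evidence. Its members included Foxf1, a hedgehog target at 32.41 against 129.1 CPM and 3.983-fold lower (3.653 to 4.351), Tbx5 (-1.52), Nkx6-1 (-1.86), Gli2 (-1) and Gli3 (-1.10), while Tbx4 was at -0.30 and Gli1 at 0.68. Wnt2 went against this, at 44.79 CPM in me_dist and 12.46 in m_pre, 3.594-fold higher (3.214 to 4.022). Wnt2b had 0 UMIs in me_dist against 2.264 CPM. The early lung mesenchyme list from Han had 29 of 55 members lower and 6 higher (median -1.11, with Hoxa4 at -5.77, Fras1 at -4.09 and Bcl11a at -3.90). The hedgehog list had 3 lower and 1 higher of 8 (median -0.82, percentile 9.90, with Gas1 at -3.44, Cdon at -1.91 and Foxf2 at 3.50), and Ptch1 and Hhip were at -0.78 and -0.85. By the study's methods, iLM before culture had for a time received purmorphamine, which stimulates hedgehog signalling. The co-culture media did not list it. The mesothelium list was lower in all 7 members (median -3.70, with Upk3b at -4.46 and Wt1 at -4.02). Its keratin gene Krt19 (-3.72) was at 0.07 when classes were set cell by cell. An oesophageal and gastric mesenchyme list had 3 of 4 lower (median -2.64, with Wnt4 at -3.99 and Barx1 at -3.42), a muscle list all 4 (median -2.43, with Myl7 at -3.78 and Tnnt2 at -2.74) and a mesenchymal ligand list 6 lower and 2 higher of 13 (median -0.77, percentile 7.65, with Rspo3 at -3.43 and Fgf10 at -2.09). A distal mesenchyme list from Wang had 26 higher and 17 lower of 75 (median 0.10, with Gm13889 at 5.46 and Lrat at -5.56), and the matching proximal list 9 higher and 22 lower of 46 (median -0.96, with Gfra1 at -4.93), which was 0.27 where only members of at least 20 CPM were kept.

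Lists of signalling and cell state also differed. Wnt response had 6 of 7 members higher (median 2.00, with Nkd2 at 2.65 and Lef1 at 2.60), TGF-beta response 4 of 7 (median 1.49, with Ctgf at 2.37 and Tgfbi at 1.58), FGF response 4 of 10 (median 0.64, with Etv4 at 3.30 and Etv5 at 3.13) and the YAP and SRF list 6 of 14 with 1 lower (median 0.87, with Cyr61 at 1.72 and Ankrd1 at -4.29). BMP response had 5 of 8 lower and 1 higher (median -1.23, with Bambi at -1.88 and Id1 at -1.72). S phase genes were lower in 33 of 42 (median -1.31, with Dscc1 at -2.45 and Rrm2 at -2.40) and G2M genes in 19 of 51 with 2 higher (median -0.80, with Aurkb at -1.58 and Cdk1 at -1.37), and the cycling gene Cdca2 (-1.36) was at 0.28 with cycling cells left out. The p53 list had 10 of 12 members higher (median 1.77), led by the cell cycle inhibitor gene Cdkn1a at 437 against 11.44 CPM (5.14) and Eda2r (3.72). A senescence list had 3 higher and 1 lower of 4 (median 1.94, with Cdkn2a at 2.32 and Igfbp3 at -1.98). Dissociation stress and immediate early genes had 13 higher and 1 lower of 16 (median 2.10, with Nr4a1 at 3.98 and Junb at 3.71). Interferon response had 3 of 5 higher (median 1.66, with Ifi27 at 2.30 and Bst2 at 2.16). Glycolysis had 8 of 17 higher (median 0.65, with Ndrg1 at 3.30 and Ero1l at 2.58), the unfolded protein and stress list 7 higher and 1 lower of 14 (median 1.12, with Atf3 at 3.23 and Sdf2l1 at -1.88) and cholesterol synthesis 6 of 17 lower (median -0.82, with Msmo1 at -1.40 and Sqle at -1.32). Smaller lists were imprinted growth genes (1 higher and 5 lower of 12, median -0.13 and 0.14 with TMM, percentile 67.7, with Peg3 at -2.44), lipofibroblasts (1 and 1 of 6, median 0.16, percentile 88.6, with Fabp4 at 4.55 and Tcf21 at -1.67) and chondrocytes (2 higher of 3, median 1.44, with Col9a2 at 1.82). The groups differed in culture time, partner cells, medium, harvest and the stated sorting gate together, and 1 library stood for each. By the study's methods, co-cultures were freed from Matrigel with Dispase before trypsin, and iLM before culture was dispersed with trypsin only. Whether harvest moved the dissociation stress and immediate early genes was not tested.

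Other panel genes that the study measured by RT-qPCR were read in the same cells. Relative to m_pre, me_dist had Osr1 at -2.29 and log2 ratios of 3.15 for Col1a2, 3.49 for Enpp2, 1.58 for Tgfbi, 1.59 for Clec3b, 1.49 for Sparcl1, 1.44 for Myh11 and 0.91 for Tagln. Lower genes included Hmga2 (-2.88) and Stmn1 (-1.76), both high in early progenitors, and Chd3 (-1.17), with Notch3 at -0.57. Ratios below 2-fold were seen for Pdgfra (-0.30), Pde5a (0.33), Serpinf1 (0.70) and Tnfrsf19 (-0.15), the last of which turned with TMM. The Wnt inhibitor gene Wif1 was at 9.358 against 0.8817 CPM (2.46). Timp4 had 2 UMIs in me_dist.

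**Figure D1:**
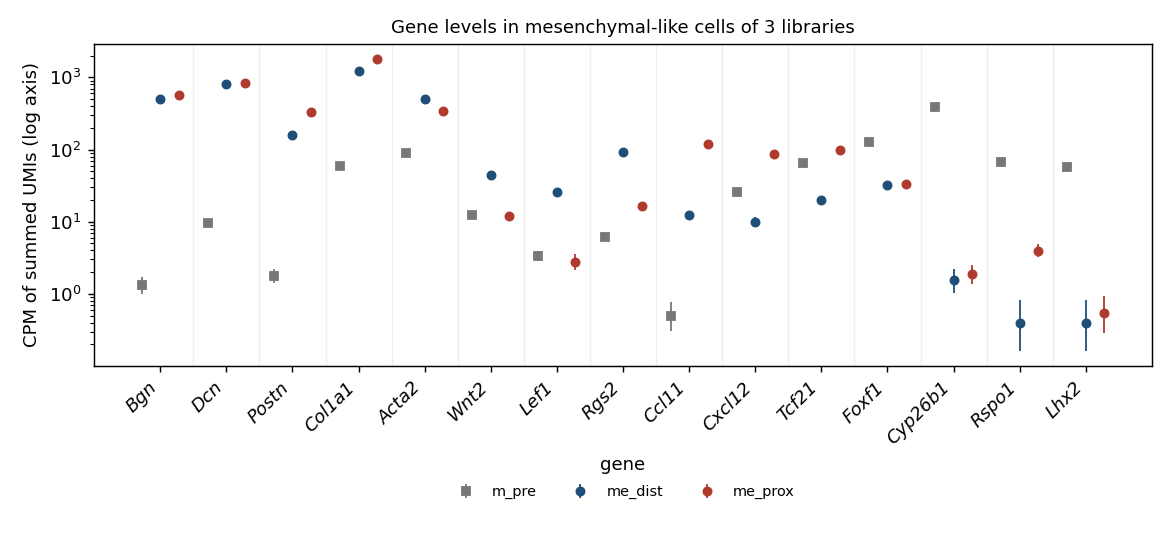
CPM of summed UMIs on a log axis for 15 genes in the mesenchymal-like cells of m_pre, me_dist and me_prox, as points with exact 95% Poisson intervals for counting error. Matrix genes such as Bgn lie at 1.311 CPM in m_pre and at 502.6 and 572.4 in the co-cultures, and Cyp26b1 at 387.6 in m_pre and 1.541 and 1.879 in the co-cultures.

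The same question was asked in proximal medium. The mesenchymal-like cells of me_prox differed from m_pre in much the same genes, with the matrix difference larger, Ccl11 and interferon genes higher, and Wnt2 at about the level of m_pre. Of 8139 genes, 775 were higher and 1265 lower, 25.1% in all, with a median log2 ratio of -0.26. TMM moved this by 0.23 and gave 971 higher and 731 lower genes, so 38.0% higher genes became 57.1%. In me_prox clusters 1, 14 and 10 held 974, 243 and 87 of these cells. Among genes measured in all 3 groups, 608 were higher in both co-cultures than in m_pre and 1071 lower in both. The same genes set by chance would share 63.1 and 233. Simulated groups without differences shared 0, but they held counting error only, which gave no 2-fold call in the simulated data, so this decides nothing. The comparisons share m_pre, so its own error enters both.

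Bgn was again far higher, at 572.4 CPM and 436.7-fold (335.3 to 580). Ccl11 (ENSMUSG00000020676, chromosome 11, 82057823 to 82062955), which encodes an eosinophil chemokine, was at 119.5 against 0.5004 CPM, 238.7-fold (155.9 to 386.3). Thbs2 was 565.4-fold, Postn 186.6-fold, Lum 146.9-fold, the lipid carrier gene Fabp4 195.8-fold, Gas6 134.9-fold and Thy1 338.2-fold higher (3 UMIs in m_pre). Serpina3n and Casp4 had 0 UMIs in m_pre and were at least 481.9-fold and 283.9-fold higher, and Serpina3n has close paralogs, so its read assignment is uncertain. Col1a1 was at 1823 CPM, 30.64-fold (29.43 to 31.92), and all 18 matrix list members were higher (median 5.03). The basement membrane list had 7 of 9 higher (median 1.33, with Nid1 at 3.72 and Col4a1 at 3.53). Cyp26b1 was 206.3-fold lower (154.1 to 282.9) and Pnliprp2 at least 221-fold. Other ranked lower genes were Lrrc7 (348.7-fold), Dcx (238.1-fold), Crym (192.2-fold), Sh3bgr (172.7-fold), Stra6 (127-fold), Pou3f1 (122.8-fold), Hey1 (117.6-fold) and Lhx2 (105.8-fold). The retinoic acid list had 10 of 11 lower (median -3.70, with Stra6 at -4.71 and Cyp26a1 at -4.51).

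Lists of adult mesenchyme were higher here too. MANC had 24 higher and 4 lower of 37 (median 2.39, with Ccl11 at 6.33 and Igfbp7 at 5.46), airway smooth muscle 23 and 8 of 39 (median 1.16, with Lum at 6.45 and Col3a1 at 4.08) and vascular smooth muscle 14 and 4 of 28 (median 1.00, with Aspn at 3.71 and Sh3bgr at -5.94). Adventitial genes had 24 higher and 3 lower of 37 (median 2.16, with Dcn at 6.26), alveolar genes 21 and 1 of 40 (median 1.2, with Prelp at 4.78 and Hsd11b1 at 4.31) and peribronchial genes 17 and 5 of 32 (median 1.11, with Lmna at 4.27). Medians were 0.30 for smooth muscle (12 and 4 of 33, with Tinagl1 at 2.65 and Sncg at -3.38) and 0.40 for pericytes (9 and 6 of 30, with Postn at 6.91 and Kcnk3 at -3.86). The contractile list had 5 of 10 higher (median 0.87, with Smtn at 2.04 and Acta2 at 1.91). LgM had 6 of 12 lower (median -0.93), with Foxf1 at 33.36 CPM (-1.92), Tbx5 at -2.60, Tbx4 at -1.34 and Nkx6-1 at -1.59, and Wnt2 at 11.86 against 12.46 CPM, a difference that turned with TMM. The Han list had 30 lower and 5 higher of 55 (median -1.13, with Hoxa4 at -5.67 and Bcl11a at -4.32). Hedgehog had 4 lower and 1 higher of 7 (median -1.68, with Gas1 at -2.86 and Hhip at -1.81), mesothelium all 7 lower (median -1.85, with Krt19 at -3.61 and Wt1 at -3.23), oesophageal and gastric 3 lower and 1 higher of 4 (median -2.10, with Wnt4 at -3.68 and Hand2 at 1.63) and muscle all 4 lower (median -2.21, with Myl7 at -3.66). Wang's distal list had 22 higher and 13 lower of 73 (median 0.34, with Gm13889 at 4.69 and Lrat at -4.19), and the proximal list 14 higher and 22 lower of 49 (median -0.77, with Thy1 at 4.55 and Ackr3 at -4.05), which was 0.09 with TMM and 0.39 with members of at least 20 CPM. Mesenchymal ligands had 5 of 13 lower (median -0.38, percentile 38.6, with Rspo1 at -3.77 and Tgfb2 at -2.76).

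Signalling and state lists in me_prox were TGF-beta (5 of 7 higher, median 1.14, with Ctgf at 3.40 and Skil at 1.34), YAP and SRF (5 higher and 1 lower of 13, median 0.23, percentile 96.1, with Cyr61 at 2.95 and Ankrd1 at -4.03), Wnt (3 and 1 of 5, median 1.28, with Nkd2 at 3.50 and Znrf3 at -1.20) and FGF (6 of 10 higher, median 1.52, with Spry4 at 3.28 and Spry2 at 2.47). BMP response had 3 lower and 1 higher of 7 (median -0.93, with Id3 at -1.60 and Id4 at 2.23). S phase had 25 of 42 lower (median -1.10, with Cdca7 at -2.18 and Dscc1 at -2.01) and G2M 5 lower and 2 higher of 51 (median -0.48, with Cbx5 at -1.54 and Ckap2 at 1.48). The p53 list had 9 of 12 higher (median 1.82, with Cdkn1a at 4.45 and Eda2r at 4.10) and senescence 4 higher and 1 lower of 5 (median 2.30, with Ccl2 at 2.37 and Cdkn2b at 1.91). Dissociation stress and immediate early genes had 13 higher and 1 lower of 16 (median 2.29, with Nr4a1 at 4.90 and Fosb at 3.12). Interferon had 4 of 5 higher (median 2.22, with Bst2 at 2.96 and B2m at 1.97). Glycolysis had 8 of 17 higher (median 0.71, with Ero1l at 2.53 and P4ha1 at 1.78), the stress list 7 and 1 of 14 (median 0.99, with Herpud1 at 2.04 and Atf4 at 1.87) and cholesterol 1 and 1 of 17 (median -0.42, percentile 20.8, with Insig1 at 0.81 and Nsdhl at -0.78). Imprinted genes had 2 higher and 5 lower of 12 (median 0.25, percentile 95.5, with Dlk1 at 2.33 and Peg10 at -2.33), lipofibroblasts 3 of 6 higher (median 0.95, with Fabp4 at 6.00 and Cebpb at 1.60) and chondrocytes 2 of 3 (median 1.03, percentile 97.3, with Col9a2 at 1.62). Further panel genes in me_prox over m_pre included Osr1 (-2.71), Col1a2 (3.73), Mmp2 (4.29), Cd34 (4.65), Rbp4 (4.2), Sparcl1 (2.31), Enpp2 (2.11), Clec3b (2.10), Tgfbi (1.67), Hmga2 (-2.19), Chd3 (-1.49), Stmn1 (-1.47) and Tnfrsf19 (-1.25). Culture time, partner, harvest, the stated sorting gate and medium, with its retinoic acid and purmorphamine, again differed together.

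**Figure D2:**
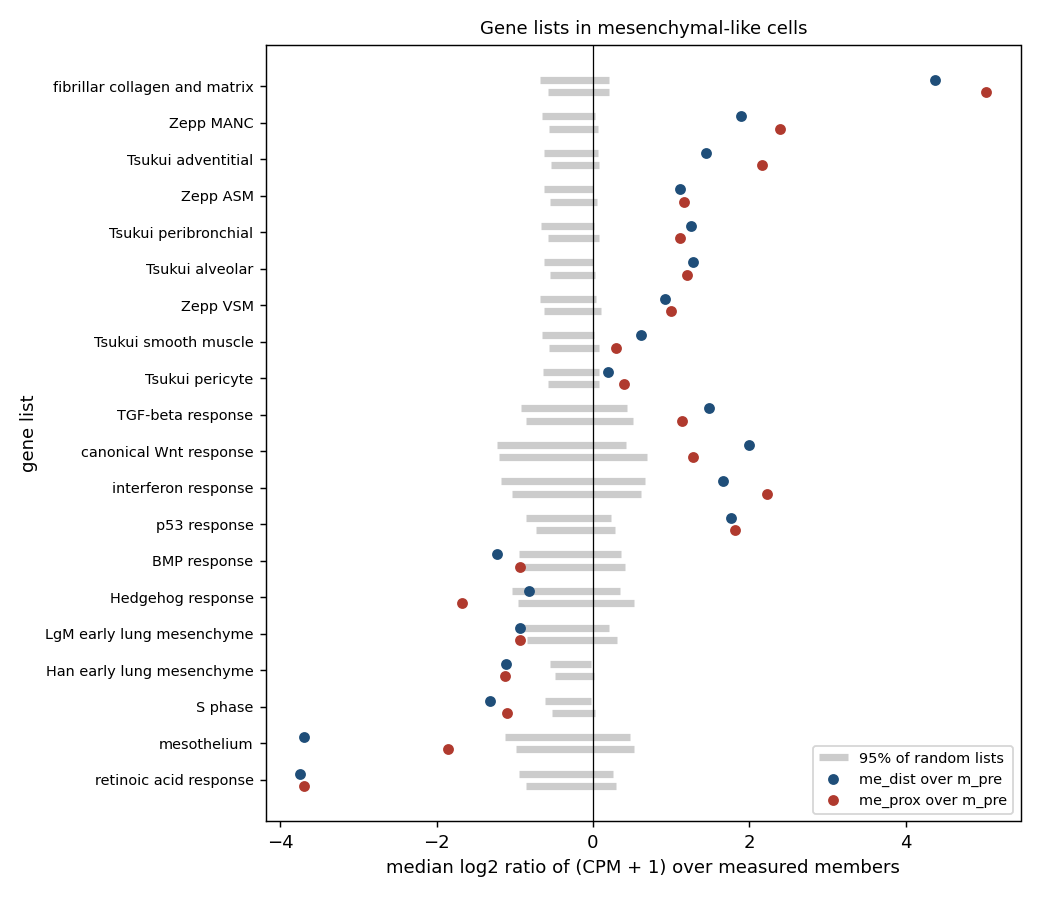
Median log2 ratio of (CPM + 1) for 20 gene lists in mesenchymal-like cells, me_dist and me_prox each over m_pre, as points, with grey bars for 95% of random lists. Matrix lists lie at 4.37 and 5.03 and the retinoic acid list at -3.74 and -3.70.

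The co-cultures were compared with each other to ask how the mesenchyme differed between the media. The mesenchymal-like cells differed in far fewer genes than from m_pre. Those of me_prox had more Ccl11 and Cxcl12 RNA and higher medians of the interferon, adventitial and lipofibroblast lists, and those of me_dist more Lef1 and Wnt2 RNA. Of 7557 genes, 124 were higher in me_prox and 41 lower, 2.18% in all, with a median log2 ratio of 0.03. Of the 124, 40 were higher in the epithelial-like cells of me_prox too, among 6481 genes measured in both classes. They included Cebpb, F3 and Zfp36. A bias of a library or of short transcripts was not excluded for these 40, so they are not particular to mesenchyme. Cluster 1 held 974 cells of me_prox and 562 of me_dist, and cluster 10 held 87 and 474. Ccl11 was at 119.5 against 12.33 CPM, 9.692-fold (8.438 to 11.18), and Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367), another chemokine gene, at 87.23 against 9.986, 8.735-fold (7.483 to 10.25). Actr3b was 9.093-fold, Emcn 7.8-fold, Defa30 6.834-fold and Tcf21, a fibroblast transcription factor gene, 4.92-fold higher (4.393 to 5.523). Hist1h2ap (8.148-fold), Rpa3 (8.412-fold) and Nme2 (8.463-fold) are short or belong to families of near-identical copies, and were higher in the epithelial-like cells of me_prox too. Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356), a Wnt effector and target, was at 2.798 against 25.51 CPM, 9.117-fold lower (7.04 to 11.97). Wnt2 (ENSMUSG00000010797, chromosome 6, 17988940 to 18030585) was 3.777-fold lower (3.294 to 4.342), and a Wnt2 UMI was seen in 13.3% of these cells of me_prox (median 17231.5 UMIs) and 33.8% of me_dist (13338 UMIs), against 2.63% of the epithelial-like cells of me_dist. Other lower genes were Rgs2 (5.698-fold), Meox1 (4.822-fold), Sfrp2 (4.307-fold), Angpt1 (3.511-fold), Epha3 (3.396-fold), Rrad (3.219-fold), Tbx3 (3.084-fold) and Arhgap20 (2.901-fold).

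Only some of the lists are given for this comparison. Lipofibroblasts had 4 of 7 higher in me_prox (median 1.08, with Tcf21 at 2.24 and Cebpb at 1.46), retinoic acid 2 of 4 (median 0.90, with Aldh1a2 at 1.66 and Rarb at 1.09), adventitial 7 higher and 1 lower of 36 (median 0.57, with Smoc2 at 1.65 and Il33 at 1.43), MANC 9 and 1 of 36 (median 0.37, with Gdf10 at 1.98 and F3 at 1.70), collagen and matrix 1 of 18 higher (median 0.57, with Postn at 1.07 and Lum at 0.95), interferon 2 of 7 (median 0.57, with B2m at 1.21 and H2-D1 at 1.2), cholesterol 1 of 17 (median 0.44, with Idi1 at 1.01) and FGF 2 of 12 (median 0.30, with Spry2 at 1.75 and Spry1 at 1.25). Wang's proximal list had 8 higher and 2 lower of 38 (median 0.34, with Plac8 at 2.06 and Meox1 at -2.12), and the distal list 5 and 2 of 70 (median 0.00, percentile 13.9, with Itga8 at 1.46 and Nexn at -1.18). Lower medians included -0.63 for contractile genes (none of 11 by 2-fold, with Des at -0.86 and Mylk at -0.82), -0.27 for smooth muscle (1 higher and 3 lower of 33, with Rrad at -1.64 and Cpe at 2.23), -0.24 for vascular smooth muscle (3 and 3 of 29, with Id4 at -1.31) and -0.30 for Wnt response (2 of 7 lower, with Wif1 at -1.85 and Nkd2 at 0.85), the last of which was 0.01 without cycling cells. Airway smooth muscle had 1 higher and 5 lower of 40 (median 0.06, percentile 73.3, with Cyp2e1 at -1.82 and Enpp2 at -1.38), the Han list 6 of 48 lower (median -0.02, percentile 9.10, with Apoe at -1.29) and LgM 3 of 9 lower (median 0.04 and -0.02 with TMM, percentile 48.5, with Tbx4 at -1.04 and Tbx5 at -1.08). The p53 list had no member 2-fold apart (median -0.11, percentile 2.70, with Cdkn1a at -0.68). Dissociation stress and immediate early genes had 1 higher and 1 lower of 17 (median -0.14, with Zfp36 at 1.41 and Atf3 at -1.08). Pdgfra was at 0.81, Rspo1 at 1.83 and Tnfrsf19 at -1.10. The media differed in WNT3A, in heparin and in how long Y-27632 was present, all at once. The partner epithelium differed between these co-cultures as well, and no library held iLM cultured alone. The differences can therefore not be assigned to the medium itself.

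The next comparison asked what iLM added to epithelium in distal medium. The epithelial-like cells of me_dist had more RNA of 9 of 14 alveolar type 2 (AT2) list genes than e_dist, though not of Sftpc. Medians of the type 1 (AT1), junction and gut or liver lists were lower, those of AT1 and junctions by under 2-fold. These cells also had more RNA of Col2a1, Scx and Col14a1. Of 7210 genes, 196 were higher and 218 lower, 5.74% in all (median -0.04). TMM moved the median by -0.11 and gave 178 higher and 300 lower genes, so 47.3% higher genes became 37.2%. With a minimum of 50 CPM 35 were higher and 83 lower, and with no minimum 741 and 424, so the minimum decides which direction held more genes. In me_dist 726 of these cells lay in cluster 2, and in e_dist clusters 3, 5 and 13 held 1409, 916 and 424. An estimated 6.86% of the UMIs of this class in me_dist came from mesenchyme, and 0.400% once 77 cells with GFP were left out. Without the cells with RNA of both lines, the collagen list (11 of 13 higher, median 4.26) was at -0.40 and the imprinted gene H19 went from 3.08 to -0.31. The members of that list and H19 are therefore not read as epithelial. Tff3 (ENSMUSG00000024029, chromosome 17, 31125306 to 31129646), which encodes a mucosal trefoil peptide, was at 25.76 against 0.1658 CPM, 155.3-fold (81.11 to 341.9). Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695), the cartilage collagen gene, was at 121.8 against 1.824 CPM, 66.76-fold (54.56 to 82.5). A Col2a1 UMI was seen in 59.9% of 949 cells (56.7 to 63) and in 2.56% of e_dist (median 16931 and 18097 UMIs), and in 1.70% of the mesenchymal-like cells of me_dist (13338 UMIs). The proton pump gene Atp6v1c2 was 20.53-fold, Col14a1 18.49-fold, the phosphate carrier gene Slc34a2 15.31-fold, Ppp1r14c 15.2-fold, the tendon factor gene Scx 14.7-fold, Tbc1d4 13.86-fold, Nfix 11.24-fold and Cldn10 9.969-fold higher. Ankrd1 (ENSMUSG00000024803, chromosome 19, 36111961 to 36120099), a YAP target, was at 1.293 against 68.53 CPM, 52.99-fold lower (35.26 to 83.69). Psca was 39.82-fold, Cdh13 30.03-fold, Afp 17.98-fold, Ctse 15.96-fold, Apoa1 15.43-fold, Fbp2 15.21-fold, Ttr 13.88-fold, Spink1 13.25-fold and Pkhd1 13.02-fold lower.

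The AT2 list had 9 of 14 members higher in me_dist and none lower (median 1.27, with Cxcl15 at 2.34, Lamp3 at 2.29 and Cd36 at 1.83), although Sftpc itself, the surfactant protein C gene, was at 2791 against 3420 CPM (-0.29). AT1 had 4 lower and 1 higher of 10 (median -0.88), with Ager at 69.23 against 214.9 CPM (-1.62), Hopx at -0.86, Clic5 at -1.34 and Igfbp2 at 1.92. Distal tip genes had 2 of 12 higher (median 0.22, with Etv5 at 1.65 and Etv4 at 1.19), with Sox9 at 43.08 against 28.61 CPM (0.57) and Id2 at 0.27. Lung endoderm had 2 of 10 higher (median 0.30, with Irx3 at 2.12 and Irx2 at 1.24), with Nkx2-1 at 0.22 and Foxa2 at 0.38. Gut and liver endoderm had 3 of 5 lower (median -3.62, with Afp at -3.95 and Apoa1 at -3.81), cell junctions 5 of 14 (median -0.86, with Cldn4 at -2.44 and Krt8 at -1.30), basement membrane 5 of 11 (median -0.69, with Nid2 at -2.50 and Lama3 at -2.46), YAP and SRF 4 of 13 (median -0.39, with Ctgf at -2.20 and Ajuba at -1.49) and BMP 2 of 8 (median -0.44, with Smad6 at -1.16 and Id3 at -1.01). S phase had 1 of 41 lower (median -0.35, with Ccne2 at -1.12), G2M 1 of 49 (median -0.10, percentile 17.6, with Kif23 at -1.12), cholesterol 1 of 18 higher (median -0.44, with Sqle at -0.88) and the stress list none of 14 (median 0.30, with Herpud1 at 0.71). FGF response had 2 higher and 1 lower of 11 (median 0.11, percentile 82.5, with Phlda1 at -1.28), epithelial ligands 2 and 3 of 12 (median 0.23, percentile 96.1, with Wnt7a at -2.76 and Wnt7b at 1.93) and chondrocytes 2 of 5 higher (median 0.57, with Col9a3 at 1.68). Imprinted genes had 4 higher and 2 lower of 13 (median 0.40, with Mest at 1.74 and Cdkn1c at -1.25), at -0.27 after mesenchymal RNA was subtracted. Sox2 was at 1.518 against 0.09211 CPM (1.21), Trp63 at 0.4499 against 0.1105, and Foxj1, Krt5, Otx1, Pax8 and Scgb1a1 were each below 0.4 CPM in both groups. Cells with RNA of both lines remained among these cells.

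The same question was then asked in proximal medium. The epithelial-like cells of me_prox had less Scgb1a1, BMP response and cell cycle RNA than e_prox, and more of Sox2, Trp63, Col2a1, Scx and Fmod. Of 7491 genes, 267 were higher and 451 lower, 9.58% in all (median -0.15). In me_prox 700 of these cells lay in cluster 2, and in e_prox clusters 4, 11 and 15 held 1316, 548 and 335. Atp6v1c2 (ENSMUSG00000020566, chromosome 12, 17284721 to 17329359) was at 54.04 against 0.09432 CPM, 572.9-fold (244.7 to 1768). Cldn10 was 182.3-fold (128.1 to 269.1), Lmcd1 243.2-fold, Col2a1 89.9-fold, Scx 67.49-fold, Arpp21 45.06-fold, Fmod 29.85-fold, Zdbf2 28.59-fold, the airway factor gene Ehf 21.49-fold and Igfbp2 20.68-fold higher. A Col2a1 UMI was seen in 48.9% of 885 cells (45.6 to 52.3; median 21138 UMIs), in 1.33% of e_prox (20430 UMIs) and in 1.21% of the mesenchymal-like cells of me_prox. Car4 (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044), a carbonic anhydrase gene, was at 0.397 against 69.8 CPM, 175.8-fold lower (89.14 to 407.6). Scgb1a1 (ENSMUSG00000024653, chromosome 19, 9083636 to 9087958), the club cell secretoglobin gene, was at 24.52 CPM in e_prox and 1 UMI in me_prox, 494.2-fold lower (88.55 to 19535). Ttr was 131.6-fold, Fxyd2 64.67-fold, Prrx2 52.35-fold, Mfap5 51.24-fold, Spink1 36.89-fold, Spp1 36.51-fold, Afp 27.31-fold and Palm3 23.43-fold lower.

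Airway lists were split in me_prox. Secretory genes had 3 higher and 3 lower of 6 (median -0.64, with Cldn10 at 6.09, Scgb3a2 at -4.02 and Muc5ac at -3.62, but 2.43 with members of at least 20 CPM and 0.83 with no minimum), and early airway and basal genes 2 higher and 3 lower of 6 (median -0.86, with Aqp3 at -3.56 and Krt15 at -2.23). Sox2, a proximal airway factor, was at 18.36 against 6.546 CPM, 2.805-fold higher (2.416 to 3.257), and the basal cell factor Trp63 at 6.252 against 2.245, 2.785-fold (2.151 to 3.609). A Trp63 UMI was seen in 7.68% of 885 cells and 2.49% of e_prox, against at most 0.324% of the mesenchymal-like cells of a group. The keratin gene Krt5 was 10.14-fold lower (4.557 to 28.04), at 0.2977 CPM. AT1 had 7 lower and 2 higher of 12 (median -1.10, with Ager at -2.79, Clic5 at -2.79, Hopx at -1.11 and Igfbp2 at 4.27), and AT2 3 higher and 2 lower of 14 (median 0.05, percentile 87.6, with Muc1 at 1.73 and Napsa at -1.48), with Sftpc at 344.9 against 238.8 CPM (0.53). BMP had 5 of 8 lower (median -1.53, with Id3 at -3.75, Id1 at -3.21 and Id2 at -2.14). S phase had 27 of 42 lower (median -1.23, with Rrm2 at -2.27 and Ccne2 at -2.16) and G2M 18 of 50 (median -0.84, with Kif23 at -1.87 and Ube2c at -1.42). Gut and liver genes had all 4 lower (median -4.15, with Apoa1 at -3.69 and Alb at -1.76), lung endoderm 2 of 7 (median -0.72, with Foxa2 at -1.60), with Nkx2-1 at -0.65, and junctions 5 of 14 (median -0.70, with Spint1 at -1.62 and Cldn4 at -1.31). Distal tip genes had 5 of 13 lower (median -0.26, percentile 23.6, with Hmga2 at -1.21 and Bmp4 at -1.15), with Sox9 at 0.79 and Etv5 at 0.82. Cholesterol had 3 of 18 lower (median -0.62, with Nsdhl at -1.32) and imprinted genes 4 lower and 1 higher of 12 (median -0.52, with Dlk1 at 2.11 and Cdkn1c at -1.74). Medians above 0 included those of FGF (1 and 1 of 10, 0.55 but -0.08 with members of at least 20 CPM, with Dusp4 at 1.74 and Phlda1 at -1.26), stress (3 of 15 higher, 0.56, with Dnajb9 at 1.62 and Xbp1 at 1.07), p53 (2 of 13, 0.52, with Eda2r at 1.29), epithelial ligands (2 higher and 3 lower of 11, 0.35 but -0.22 without cycling cells, with Wnt7b at 1.86 and Tgfb2 at -3.03) and chondrocytes (1 and 1 of 4, 0.46, percentile 96.9, with Sox6 at -1.05). Otx1 was at 0.2481 CPM in me_prox against 1.321 in e_prox, and Pax8 did not exceed 0.1125 CPM in any group.

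Of 7007 genes measured in both media, 76 were higher with iLM in both and 107 lower in both, where 5.02 and 10.4 would be shared if independent. The correlation of the 2 log2 ratios was 0.608 across genes, which are not independent replicates. In 7 genes iLM went with opposite differences of at least 2-fold, and the difference between them was not tested. Dusp10, which encodes a kinase phosphatase, was lower with iLM in distal medium (-1.47) and higher in proximal (1.06), and Gstp1 (-1.31 and 1.24) and Gm10076 (-1.68 and 1.39) went the same way, both with close copies in the genome. The AT2 genes Sftpa1 (1.64 and -1.41) and Napsa (1.32 and -1.48) went the other way, as did H19 (3.08 and -1.23), whose distal value turned without mesenchymal RNA. All of these contrasts join 4 libraries.

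**Figure D3:**
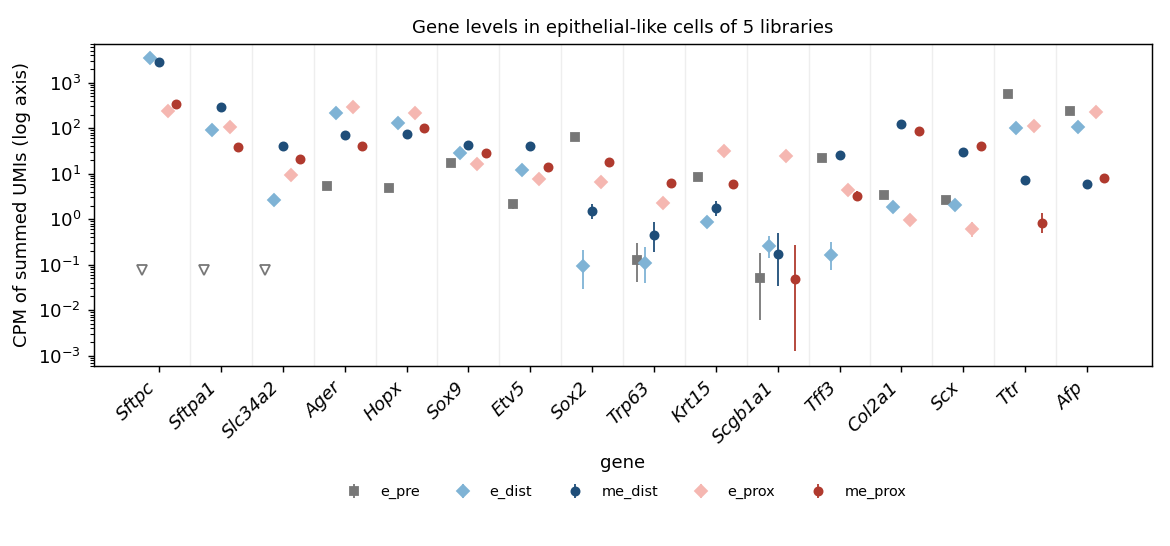
CPM of summed UMIs on a log axis for 16 genes in the epithelial-like cells of 5 libraries, as points with exact 95% Poisson intervals for counting error, and open triangles for the level that 0 UMIs allow. Col2a1 lies at 121.8 and 86.49 CPM in the co-cultures and below 4 CPM without iLM.

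**Figure D4:**
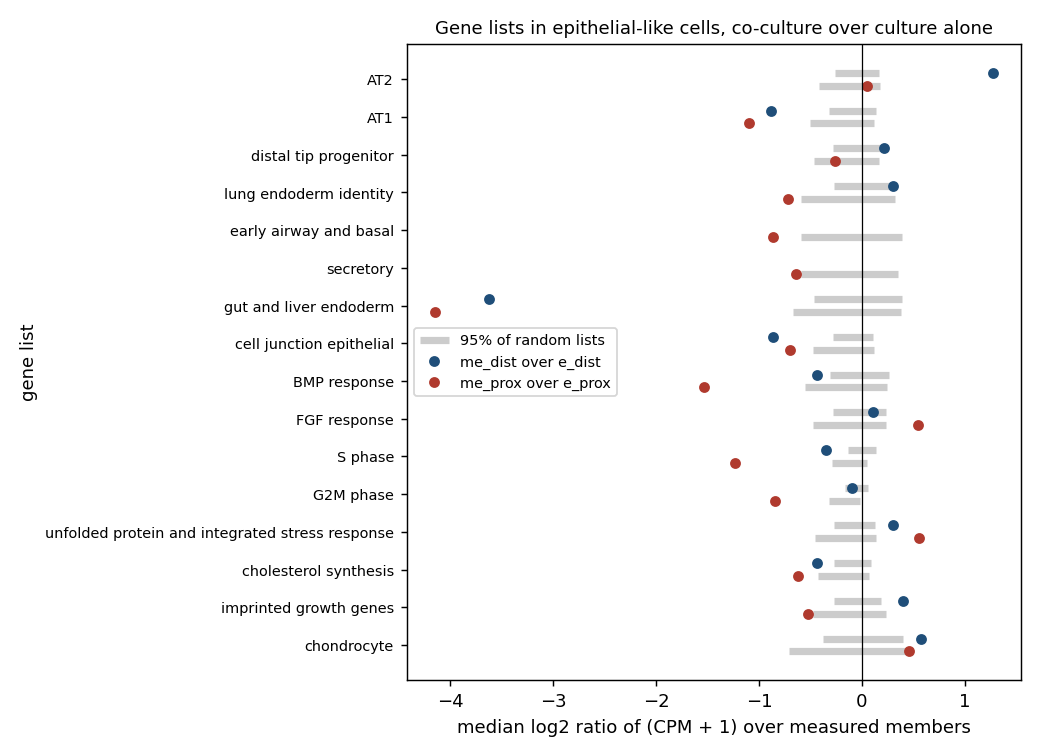
Median log2 ratio of (CPM + 1) for 16 gene lists in epithelial-like cells, co-culture over culture alone in each medium, as points, with grey bars for 95% of random lists. The AT2 list lies at 1.27 in distal and 0.05 in proximal medium, and gut and liver genes at -3.62 and -4.15.

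Culture of epithelium alone was compared with e_pre to ask what the media did without iLM. In distal medium the cells had far more surfactant and AT1 RNA and less retinoic acid response, gut and cell division RNA. Of 7593 genes, 327 were higher and 727 lower in e_dist, 13.9% in all (median -0.33), and TMM moved the median by 0.43 to 619 higher and 295 lower genes, so 31.0% higher genes became 67.7%. In e_pre clusters 6, 12 and 17 held 922, 544 and 170 of the epithelial-like cells. Sftpc (ENSMUSG00000022097, chromosome 14, 70520949 to 70524081) was at 3420 CPM in e_dist and had 0 UMIs in e_pre, at least 45258-fold. Sftpb and Sftpa1 were at least 12553-fold and 1205-fold higher, the protease gene Ctsh 258.8-fold and Pcsk6 135.7-fold. Vtn (ENSMUSG00000017344, chromosome 11, 78499091 to 78502324), which encodes vitronectin, was at least 1445-fold lower and Apob at least 529.1-fold. Serpina1a (with near-identical paralogs), Cym and Sox2 were 1525-fold, 1111-fold and 711.5-fold lower. AT2 had 10 of 11 higher (median 3.73, with Sftpc at 11.74 and Ctsh at 7.54), AT1 7 higher and 2 lower of 11 (median 1.21, with Ager at 5.09 and Hopx at 4.54), basement membrane 7 and 2 of 12 (median 1.41, with Lama3 at 4.38 and Nid2 at 2.62), glycolysis 9 of 17 higher (median 1.00, with Egln3 at 3.01), cholesterol 4 of 18 (median 0.69, with Idi1 at 1.18) and BMP 2 of 7 (median 0.69, with Id3 at 2.5). Retinoic acid genes were lower in all 4 (median -4.21, with Crabp2 at -4.23 and Rarb at -4.18), gut and liver in 6 of 7 (median -1.71, with Vil1 at -2.97 and Alb at -2.15), G2M in 26 of 51 (median -1.05, with Cenpe at -1.87 and Cdc20 at -1.68) and S phase in 4 of 42 (median -0.67, with Rrm2 at -1.42). Imprinted genes had 1 higher and 4 lower of 13 (median -0.78, with Dlk1 at 1.96 and Ndn at -1.83), and p53 1 of 14 lower (median 0.53, with Plk2 at -1.34). Distal tip (4 higher and 3 lower of 13, median -0.10, percentile 94.7, with Bmp4 at 5.41 and Shh at -2.82) and lung endoderm (2 and 2 of 9, median -0.13, percentile 86.7, with Nkx2-1 at 1.38 and Foxa1 at -1.63) medians became 0.31 and 0.27 with TMM. Culture time and medium differed together.

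In proximal medium the epithelium had more RNA of surfactant genes and also of airway secretory genes, of which e_dist had little. Of 7793 genes, 354 were higher and 526 lower in e_prox, 11.3% in all (median -0.15), and TMM moved the median by 0.26 to 525 higher and 312 lower genes, so 40.2% higher genes became 62.7%. Among genes measured in all 3 groups, 205 were higher than e_pre in both media and 355 lower, where 11.5 and 49.3 would be shared if independent. Simulated groups shared 0, but they held counting error only, which gave no 2-fold call in the simulated data, so this decides nothing. The comparisons share e_pre, so its own error enters both. Sftpb, Sftpc and Sftpa1 were at least 13038-fold, 3160-fold and 1405-fold higher, Car4 554.2-fold and Scgb3a2 553.7-fold. Cdh6 (ENSMUSG00000039385, chromosome 15, 13028701 to 13173675), a cadherin gene with 2 UMIs in e_prox, was 955.4-fold lower (264 to 7897), Enpp1 299.7-fold, Tmem47 151.3-fold, Fam183b 109.8-fold and Zdbf2 91.8-fold. AT2 had 10 of 11 higher (median 5.08, with Sftpb at 9.95 and Sftpc at 7.91), AT1 9 higher and 3 lower of 12 (median 1.56, with Ager at 5.53 and Igfbp2 at -5.79), secretory 3 and 1 of 4 (median 4.24, with Scgb3a2 at 5.97 and Scgb1a1 at 4.60), early airway and basal 4 and 1 of 5 (median 1.78, with Aqp3 at 4.32 and Sox2 at -3.14), BMP 6 of 8 higher (median 1.52, with Id3 at 3.11 and Smad9 at 2.87), glycolysis 7 of 17 (median 0.79, with Egln3 at 2.77), cholesterol 4 of 18 (median 0.70, with Lss at 1.54) and basement membrane 3 and 2 of 11 (median 0.48, with Nid1 at 2.25 and Lama1 at -2.80). Retinoic acid had all 4 lower (median -2.71, with Rarb at -2.82 and Dhrs3 at -2.60) and gut and liver 4 of 8 (median -0.93, with Vil1 at -2.70 and Gata4 at -2.43), where the gut and liver median was 0.13 with members of at least 20 CPM. Distal tip had 3 higher and 2 lower of 12 (median 0.11, percentile 96.0, with Bmp4 at 4.92 and Shh at -1.40) and lung endoderm 2 and 3 of 8 (median -0.13 and 0.13 with TMM, percentile 59.7, with Nkx2-1 at 2.30 and Irx2 at -3.30). S phase had 2 of 42 lower (median -0.25, percentile 11.4, with Cdca7 at -1.30) and G2M 2 of 51 (median -0.24 and 0.02 with TMM, percentile 6.66, with Cenpe at -1.06). The early airway median rested on few genes and was -0.53 where only members of at least 20 CPM were kept.

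The media were then compared without iLM. Of 7355 genes, 193 were higher in e_prox than in e_dist and 128 lower, 4.36% in all (median 0.18), and TMM moved the median by -0.17 to 119 higher and 205 lower genes, so 60.1% higher genes became 36.7%. Scgb1a1 was at 24.52 against 0.2579 CPM, 95.08-fold (56.47 to 174.4), Krt15 (ENSMUSG00000054146, chromosome 11, 100131758 to 100135928), a basal cell keratin gene, at 31.05 against 0.8843, 35.11-fold (26.36 to 47.82), Hpgd 26.62-fold, Scgb3a2 23.23-fold and Lypd2 14.39-fold. A Scgb1a1 UMI was seen in 2.49% of epithelial-like cells of e_prox. Irx1 (ENSMUSG00000060969, chromosome 13, 71957921 to 71963723), a homeobox gene, was at 0.9244 against 22.92 CPM, 24.79-fold lower (18.64 to 33.7), Gkn3 19-fold, Lama3 18.2-fold, Sftpc 14.32-fold (14.07 to 14.58) and Col18a1 12.44-fold. Secretory genes had 3 of 4 higher (median 3.37, with Scgb3a2 at 4.14 and Muc5ac at 2.60), early airway and basal 2 of 4 (median 1.67, with Krt15 at 4.09 and Aqp3 at 2.87), retinoic acid all 3 (median 2.42, with Crabp2 at 2.42 and Rarb at 1.36), G2M 8 of 50 (median 0.76, with Ube2c at 1.32), S phase none of 42 (median 0.40, with Tyms at 0.84), BMP 2 of 8 (median 0.73, with Id4 at 1.64) and distal tip 1 of 13 (median 0.44, with Shh at 1.42). TGF-beta had 3 of 5 lower (median -1.08, with Skil at -1.35 and Pmepa1 at -1.27) and FGF 2 of 10 (median -0.33, with Dusp4 at -1.86). AT2 had 4 higher and 1 lower of 13 (median 0.22, percentile 70.8, with Napsa at 1.54 and Slc34a2 at 1.48) and AT1 2 and 2 of 11 (median 0.14 and -0.03 with TMM, percentile 54.2, with Clic5 at 3.34 and Pdpn at -1.21). Different clusters held e_prox (4, 11 and 15) and e_dist (3, 5 and 13).

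With iLM present, the epithelial-like cells of both media lay mainly in cluster 2 (726 cells of me_dist, 700 of me_prox), and 208 of 7346 genes were 2-fold apart, 125 higher and 83 lower in me_prox (2.83%, median 0.04), against 276 and 310 with no minimum. Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868), a lysozyme gene with a close paralog, was at 0.5458 against 22.44 CPM, 41.11-fold lower (22.73 to 83.02), the histamine enzyme gene Hdc 14.98-fold, Lamp3 10.51-fold, Irx1 8.755-fold and Sftpc 8.093-fold (7.892 to 8.3). A Sftpc UMI was seen in 65.6% of these cells of me_dist and 26.8% of me_prox, against 4.46% and 0.906% of the mesenchymal-like cells. Rpa3 (ENSMUSG00000012483, chromosome 6, 8255936 to 8259173), a replication gene, was 9.633-fold higher (7.819 to 11.99), the carbonyl reductase gene Cbr2 6.19-fold, Parm1 6.057-fold and Ffar4 5.058-fold. Sox2 was at 18.36 against 1.518 CPM. AT2 had 5 of 15 lower (median -0.67, with Sftpc at -3.01 and Sftpa1 at -2.83), distal tip 3 of 13 (median -0.51, with Id2 at -1.87 and Etv5 at -1.43), lung endoderm 3 of 10 (median -0.42, with Irx1 at -2.88 and Irx2 at -2.41), BMP 3 lower and 1 higher of 7 (median -0.86, with Id3 at -2.13 and Bambi at 1.35) and S phase 1 of 39 lower (median -0.35, with Cdca7 at -1.03). Secretory genes had 2 of 3 higher (median 1.60, with Cbr2 at 2.35 and Cldn10 at 1.60), early airway and basal 2 of 3 (median 1.14, with Sox2 at 2.94 and Igfbp3 at 1.14), p53 2 of 13 (median 0.62, with Trp53inp1 at 1.74), AT1 2 higher and 1 lower of 11 (median 0.12, percentile 83.4, with Aqp5 at 2.07 and Cldn18 at -1.39) and G2M 1 of 50 higher (median -0.06, percentile 2.64, with Gtse1 at 2.22). The early airway median was -0.01 where only members of at least 20 CPM were kept. In both classes together, 6481 genes were measured, and 40 were higher in me_prox in both and 1, Apoe, lower in both. Col14a1, Il33 and Pkdcc were higher in the mesenchymal-like and lower in the epithelial-like cells, and Adgrg6 the reverse. The correlation across genes was 0.359.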

Values the study reported

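The study reports a mean of 56,451 reads per cell on the average sample, with a range of 49,239 to 61,912, and a median of 3793 genes per cell on the average sample. It states that reads were aligned with CellRanger v3.0.2 and cells analysed with Seurat v4.1.0, and that cells with fewer than 800 genes were excluded.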

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

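Tests chosen only after the result was seen were the share of mesenchymal RNA in cells without GFP, the test of the medium, and all 4 tests of Col2a1, Scx, Fmod and Col14a1, where 3 earlier tests were replaced or dropped because their outcome could not decide.

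In 7 genes of the epithelial-like cells and 1 of the mesenchymal-like cells the difference tied to co-culture went in opposite directions in the media, and the difference was not tested. Among those given here, the log2 effect in proximal less that in distal medium was, in the epithelium, 2.53 for Dusp10, 3.06 for Gm10076, 2.55 for Gstp1, -2.80 for Napsa, -3.05 for Sftpa1 and -4.31 for H19. The distal value of H19 went from 3.08 to -0.31 without cells with RNA of both lines, so H19 is not read as opposite in epithelium. In iLM, where both co-cultures were set against m_pre, the effect was 3.01 for the chemokine gene Cxcl12. Reporter sequences, which no comparison used, were seen in cells of the other line after sorting. In epithelial-like cells GFP was at 107.0 CPM in me_dist and 7.69 in me_prox, and tdTomato at 6.02 and 0.744, with 0 UMIs of either in e_dist and e_prox.

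GFP and mesenchymal RNA stood out in the epithelial-like cells of me_dist, where 77 of 949 (8.11%, 6.46 to 10.0) had at least 3 GFP UMIs. Scrublet had called and removed 54 doublets in me_prox but 3 in me_dist. The co-cultures were thus not cleared alike, and their GFP levels are not compared. Free RNA is argued against, since cells without that GFP held 0.4% mesenchymal RNA against 6.86% for the class, and so are cells of the mesenchymal line placed in the wrong class, since 72.7% of the 77 (61.4 to 82.3) had a Y-linked UMI of the epithelial line. Droplets with a cell of each line stay open as the candidate source: mesenchymal genes stood in the 77 at 45.7% of their level in mesenchymal-like cells (34.2 to 51.5 over 11 genes), with a median of 28152 UMIs against 16422. A cell carrying RNA of both lines by fusion or uptake was not tested.

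Of 6481 genes, 40 were higher in me_prox than in me_dist in both cell classes, among them Rpa3, Nme2 and Hist1h2ap. None of the explanations tested was excluded. The medium stays open, since the 40 had a median log2 ratio of 0.62 in epithelium without iLM, e_prox over e_dist (7 of them below 0). All genes measured there had a median of 0.18, so part of the 0.62 is not particular to the 40. A bias tied to short transcripts stays open too, since the median length of 1253.5 bases against 3456.5 put them at percentile 0 of random sets. Overlap with other genes decided nothing, at 17.5% of the 40 (7.34 to 32.8) against 8.54% of the others. A bias of the me_dist library was not tested, and the 40 had medians of -0.99 in me_dist over e_dist and -1.09 in iLM of me_dist over m_pre, against -0.17 and 0.34 for me_prox, which their choice itself favours.

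Of genes known from cartilage and tendon, Col2a1, Scx, Fmod and Col14a1 were higher in co-cultured epithelium in both media. Fmod was also seen without iLM, with a UMI in 22.9% of e_dist (median 18097 UMIs) against 46.7% of me_dist (16931 UMIs). The genes were picked after ranking, as the chondrocyte list fixed before had 2 of 5 members higher in distal medium and 1 higher and 1 lower of 4 in proximal. Mesenchymal RNA is argued against for Col2a1, Scx and Fmod. Their lowest level in the epithelial-like cells of me_prox was 1049% of that in its mesenchymal-like cells. Col14a1 in me_dist was at 101%, where 13.7% would be allowed. The ranking that named it had already left out genes that this allowed RNA could carry, so that limit could not decide. Mesenchymal RNA is also left open for Col14a1 in me_prox, at 5.47% where 1.39% would be allowed. Lox, a gene behind the estimated share, was at 20.2% there. Droplets with a cell of each line are argued against in me_dist, as the share of epithelial-like cells with a UMI exceeded that of e_dist by at least 23.8 points for each gene, where at most 10.0% of the cells had RNA of both lines. With 1 library per group, a batch cannot be told apart from co-culture. An effect of iLM on the epithelium may stand behind them and stays open as a hypothesis.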

How the results depend on the processing

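Every alternative fixed before the data were examined was run, and leaving out cells with RNA of both lines and leaving out mixed sub-clusters were chosen after seeing the data. No paired analysis was possible because each group held 1 library and no numbers pair them. Of the 180 list medians, 73 were at least 2-fold, and 3 of them reversed under some setting. Of the 876 gene values kept for the report out of those named by the rule, 678 were at least 2-fold and 5 reversed. Over all values computed, 9 of 393 list medians and 24 of 1138 gene values reversed. Called genes that came under 2-fold numbered 58 with a constant of 5, 47 without cycling cells, 20 with TMM, 16 with thinned cells and at most 11 under each other setting. Called list medians that came under 2-fold numbered 23 without a minimum level, 12 with a constant of 5, 8 without cycling cells and at most 5 under each other setting, and at 20 CPM 177 of the medians could be computed. Depth limited what was seen of rare transcripts, as the smallest class sum held 17524824 UMIs and 0 UMIs there allow 0.171 CPM.

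The epithelial share was 38.5% in me_dist and 34.8% in me_prox with no filter on cells. Counts of genes at least 2-fold apart moved by over 1.5 times where the genes counted were fewer or more. At 50 CPM they were 707 for iLM in me_dist over m_pre, 651 in me_prox over m_pre and 43 in me_prox over me_dist, and for epithelium 118 in me_dist over e_dist, 223 in me_prox over e_prox, 305 in e_dist over e_pre, 264 in e_prox over e_pre, 77 in e_prox over e_dist and 53 in me_prox over me_dist. Of the 118, 35 were higher, against 47.3% in the main values. With no minimum they were, in the same order, 4232, 3930, 362, 1165, 1626, 2371, 2060, 798 and 586. With a constant of 5, iLM in me_prox over me_dist had 106 and epithelium in e_prox over e_dist 213, as a larger constant shrinks ratios at low levels. Other settings left the counts within 1.5 times. Genes with opposite co-culture differences in the media were 4 at 50 CPM, where Dusp10, Gstp1 and Napsa were lost, and 20 with no minimum. H19 was lost from them with a mitochondrial limit of 35%, with mesenchymal RNA subtracted, without cells of both lines, without mixed sub-clusters and with doublets kept, and Dusp10 also with a constant of 5 and without cycling cells.

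In epithelium of me_dist over e_dist, the collagen and matrix list reversed from 4.26 (4.91 with members at 0 UMIs set to their limit) to -0.09 with a mitochondrial limit of 35%, -0.38 with mesenchymal RNA subtracted, -0.40 without cells of both lines and -0.41 without mixed sub-clusters. H19 went from 3.08 to -0.08, -2.26, -0.31 and -0.41 under these settings, and Col1a1 and Dcn reversed to -0.35 and -0.24 with mesenchymal RNA subtracted. The subtracted share was estimated from genes that included Col1a1, Dcn and other matrix genes, so their fall under subtraction was fixed in advance. The mixed sub-clusters were picked by markers that included Col1a1, so they do not decide the source either. Cells with RNA of both lines were picked by GFP and Y-linked UMIs. Leaving those cells out places the excess of the list and of H19 in them. The limit of 35% also redrew the clusters, and for it the cause was not tested. With members of at least 20 CPM, the early airway and basal list was -0.53 in e_prox over e_pre and -0.01 in me_prox over me_dist, since fewer genes stayed. Medians under 2-fold also turned. With members of at least 20 CPM, secretory genes in me_prox over e_prox went from -0.64 to 2.43 (0.83 with no minimum), FGF from 0.55 to -0.08 and AT2 from 0.05 to -0.56 (-0.01 without cycling cells), in e_prox over e_pre the distal tip went from 0.11 to -0.08 and gut and liver from -0.93 to 0.13, and in iLM over m_pre Wang's proximal list went from -0.96 to 0.27 in me_dist and from -0.77 to 0.39 in me_prox, and imprinted genes in me_prox from 0.25 to -1.02 (-0.38 with no minimum). Without cycling cells, epithelial ligands in me_prox over e_prox were -0.22 and, in me_prox over me_dist, Wnt response in iLM was 0.01 and G2M in epithelium 0.14. Wang's distal list in iLM of me_dist over m_pre went from 0.10 to -0.04 with classes set cell by cell and -0.03 with no minimum. With no minimum the Han list in iLM of me_prox over me_dist was 0.02 and airway smooth muscle -0.01. In iLM of me_dist over m_pre, Krt19 was 0.07 with classes set cell by cell. Krt19 is among the epithelial markers that set those classes, so cells rich in it leave the mesenchymal class by construction. The cell cycle gene Cdca2 was 0.28 without cycling cells, which removes its cells. Without the mixed sub-clusters, 2239 genes were apart for iLM in me_dist over m_pre (724 higher), 2037 in me_prox over m_pre (773 higher) and 166 in me_prox over me_dist (126 higher). For epithelium 379 were apart in me_dist over e_dist (164 higher), 726 in me_prox over e_prox (268 higher) and 205 in me_prox over me_dist (136 higher).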

Other observations

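Clusters within the classes held cells of a few kinds that the comparisons pooled. In the epithelium, a sub-cluster led by Cbr2, Dapl1, Krt5 and Scgb1a1 held 102 cells, 2.1% of the epithelial-like cells of e_prox (1.56 to 2.77), 5.65% of me_prox (4.22 to 7.38) and 0.316% of me_dist (0.0652 to 0.921). In me_prox it is not read as secretory or as Krt5-expressing basal cells. There, 1 of the 885 epithelial-like cells had a Scgb1a1 UMI and 4 a Krt5 UMI, against 58 and 25 of 2332 in e_prox. A Trp63 UMI was seen in 68 and 58. These markers were not counted within the sub-cluster, so basal cells with Trp63 but without Krt5 are not excluded. Cycling cells lay in several clusters, some held mainly by 1 library and some by more, and their shares are not given. The cells were sorted for Epcam and mCherry, so cells that had lost either are missing from these shares.

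In the mesenchyme, which was sorted for GFP, a sub-cluster led by Ces1d and Ccl11 held 44.0% of me_prox and 17.2% of me_dist. Another, led by Cyp2e1, Adamdec1, Rgs2 and Myh11, held 7.93% and 38.4%, and a sub-cluster led by Thy1 and Defa30 27.9% and 26.8%. Ccl11, Cyp2e1 and Rgs2 were also at least 2-fold apart between the media, so the shares of the 2 sub-clusters they lead are not independent of that difference. A mesothelial-like sub-cluster of 18 cells was 1.36% of me_prox.

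The reporter for the mesenchymal line was seen with at least 3 GFP UMIs in 96.8% of the mesenchymal-like cells of m_pre, 99.0% of me_dist and 98.4% of me_prox. Epcam, on which the epithelium was sorted, was at 1347 CPM in the epithelial-like cells of e_pre, 844.0 in e_dist, 767.9 in e_prox, 809.7 in me_dist and 912.6 in me_prox, and at 7.911, 10.84 and 1.378 CPM in the mesenchymal-like cells of m_pre, me_dist and me_prox.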
